A study of Mus musculus with 32 samples. Its data were reported in "Glutathione synthesis in the mouse liver supports lipid abundance through NRF2 repression" (2024).

How the data were processed

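Livers of Gclc WT mice (floxed Gclc, no recombinase) and Gclc KO mice (floxed Gclc with a tamoxifen-inducible CreERT2 at the Rosa26 locus) were compared by RNA-seq. Per the labels, all mice received 150 mg/kg tamoxifen by intraperitoneal injection for 5 days and were sampled 14 days later. The text of the study gives a slightly higher dose than the labels. RNA was purified on a PureLink column and made into directional mRNA libraries with a Kapa kit. The 32 libraries belong to 8 mice, 4 per genotype, with 4 libraries per mouse that the labels tell apart by a batch and a run number. What these numbers stand for is not given, and the libraries of a mouse were treated as technical repeats.

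The authors deposited 1 table of expression values in TPM, a transcript abundance scaled to a fixed total per library, for each library and gene. It is named as normalized counts, but each library sums to between 999315 and 999534 once every symbol is taken once, and low values share no common step, so the values were taken as TPM. The submitters' processing notes name bcl2fastq 2.2 for making the read files. The aligner, the quantifier, the genome build and the annotation are not given in the sources used here, and no coordinates are printed. The table holds 20896 rows and 20821 symbols. Of these rows, 75 repeat a symbol under a further Entrez identifier with identical values and were left out. TPM keep no sequencing depth, so the depth per library is unknown and no counting interval can be given. The number of genes above 0 was 13280 to 14016 in the 16 libraries of batch 1 and 12341 to 13193 in the 16 libraries of batch 2. No 2 libraries held identical values.

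The 4 libraries of each mouse were averaged. The median SD among the 4 libraries of a mouse was 0.119 on the log2 scale, against 0.175 among the Gclc WT mice and 0.201 among the Gclc KO mice. Genes with a mean of at least 10 TPM over the 8 mice were kept, which left 5893. The threshold was set for normalized counts and was applied to TPM as written. Values were transformed to log2(TPM + 1), and fold changes are on that scale, which understates the change of low genes. Genotypes were compared with limma 3.58.1 in R 4.3.3, with a mean-variance trend, two-sided, without covariates, at a Benjamini-Hochberg adjusted p of 0.05. Adjusted p-values of single genes are from this model.

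Gene lists of pathways and of cell types were written before the data were examined, and the 27 lists with at least 2 measured genes were tested with camera at a preset inter-gene correlation of 0.01. Camera with an estimated correlation, fry and FGSEA (fgsea 1.28.0, on the limma statistic) were alternatives. An exact permutation test over the 70 ways to choose 4 of 8 mice was run on the mean log2 value of a list per mouse, planned for NRF2 targets and fatty acid and triglyceride synthesis and given for other lists after the data were seen; its smallest two-sided p is 0.0286. Named genes followed a rule fixed beforehand. It takes Gclc, the 12 largest rises and 12 largest falls among called genes with no overlap between genotypes, a mean of at least 50 TPM in the higher group and no predicted-gene symbol, up to 4 members per list with the smallest adjusted p, and the genes the study assayed by qPCR.

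The model was tested on simulated data with 5893 genes, the spread of the real genes and 200 changed genes. It recovered 46.0% of 1.5-fold, 88.0% of 2-fold and 97.6% of 4-fold changes, with 5.43% false calls. Noise was drawn independently for each gene, without the correlation between genes or the outlying mice of the real data. These rates may not carry over to the real data. Alternatives covered the pseudocount, the filter, scaling (an unweighted trimmed mean of M values, median of ratios, totals), a robust fit, a replicate block, the cohort of the mouse tags, single batches and runs, the mouse as a random effect and each mouse left out. A filter at 1 TPM, Xist as a covariate and a fit to the mice without Xist were added after the data were examined. Count models were left out because no counts were used here.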

Results

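RNA-seq of liver was used to ask whether loss of glutathione (GSH) synthesis changes the expression of NRF2 target genes and of lipogenic genes. Gclc encodes the catalytic subunit of the enzyme that starts GSH synthesis. The data comprised 4 Gclc WT and 4 Gclc KO mice, each measured in 4 libraries that were averaged into 1 value per mouse, in TPM. Sequencing depth is unknown, as TPM do not keep it.

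Gclc mRNA (Entrez 14629) was lower in every Gclc KO mouse. It was 103 ± 28.5 TPM in Gclc WT and 22.1 ± 5.58 TPM in Gclc KO livers (mean ± SD, n = 4 each), a fall of 4.49-fold (log2 fold change −2.17, SE 0.23, limma adjusted p = 0.000441). The individual values were 82.3, 114.1, 77.8 and 138 TPM in Gclc WT and 26.9, 16.1, 18.6 and 26.8 TPM in Gclc KO mice 1 to 4.

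Of 5893 genes tested, 967 were higher and 765 lower in Gclc KO livers (limma with Benjamini-Hochberg adjustment), and 251 and 238 of these changed at least 2-fold. The genotypes did not overlap for 30.1% of all genes tested, where chance gives 2.86%. The largest rises included the metallothioneins Mt1 and Mt2, which bind metals, and Igfbp1, which encodes a binding protein of insulin-like growth factors and went from 21.4 ± 20.6 to 364 ± 222 TPM (n = 4 each). Cbr3, a carbonyl reductase, went from 0.747 ± 0.471 to 53.4 ± 27.9 TPM, and Cd14, a receptor for bacterial lipopolysaccharide, from 3.85 ± 1.74 to 77.04 ± 48.1 TPM. Gsta1, Gstp2, Srxn1, Acnat2, Cxcl1, Cxcl13 and Marco made up the rest of the 12 largest rises. The balance of directions depended on the scaling. A trimmed mean of M values gave 969 higher and 1048 lower genes and median of ratios 953 and 1055. Scaling to the total without the 50 most abundant genes gave 1248 and 847. Batch 1 alone gave 947 higher and 730 lower genes, and batch 2 alone 801 and 660, each with all 8 mice. Leaving out Gclc WT 2 reduced the calls to 549 higher and 472 lower.

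NRF2 target genes rose in Gclc KO livers. Of 34 measured members, 26 were higher and 0 lower, with 8 not passing the test; adjusted over the list alone, 27 were higher and 1 lower. Hmox1, which encodes the heme-degrading enzyme heme oxygenase 1, rose from 19.5 ± 5.41 to 168 ± 27.5 TPM (8.39-fold, adjusted p = 7.1e-05). Nqo1, a quinone reductase, rose from 11.3 ± 4.10 to 93.5 ± 19.0 TPM (7.87-fold), Cbr1 from 93.7 ± 24.9 to 672 ± 193 TPM, and Htatip2 from 27.5 ± 7.20 to 180 ± 47.7 TPM (n = 4 each). Txnrd1, thioredoxin reductase, rose 2.83-fold (adjusted p = 0.00167), and Gclm, the modifier subunit partner of Gclc, rose 1.99-fold (adjusted p = 0.00791). The median log2 fold change of the list was 1.51 (camera adjusted p = 6.0e-10), and adjusted p = 0.572 with an estimated correlation. Every Gclc KO mouse had a higher mean over the list than every Gclc WT mouse (exact permutation test, two-sided p = 0.0286, the smallest it can give).

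**Figure D1:**
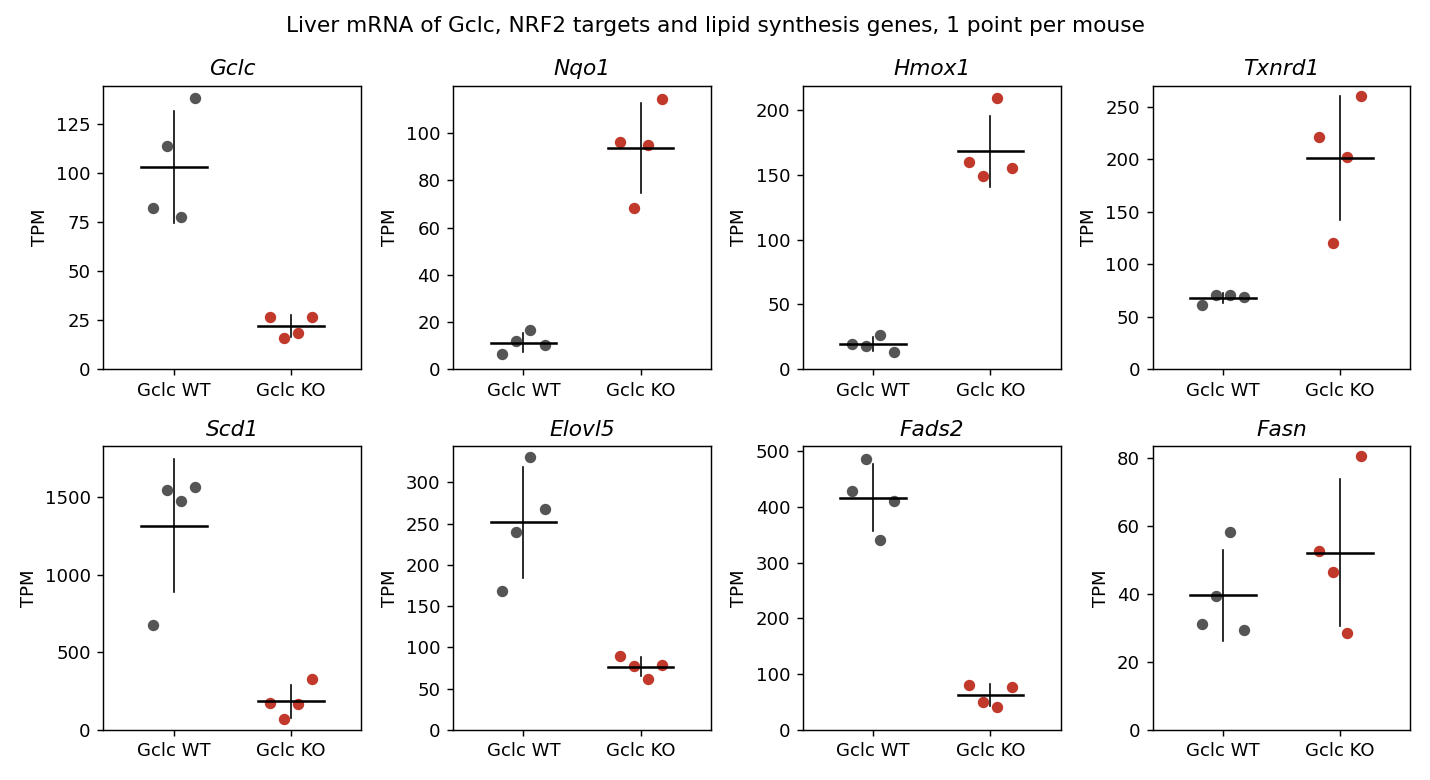
Expression in TPM (vertical axes, from 0) of 8 genes in Gclc WT (grey) and Gclc KO (red) livers, with 1 point per mouse, the mean as a horizontal line and the SD as a vertical line (n = 4 each). Gclc, Scd1, Elovl5 and Fads2 are lower and Nqo1, Hmox1 and Txnrd1 higher in every Gclc KO mouse, while Fasn overlaps (39.6 ± 13.3 against 52.1 ± 21.6 TPM).

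Genes of fatty acid and triglyceride synthesis were in part lower. Of 28 measured members, 12 were lower and 0 higher, and 16 did not pass the test; adjusted over the list alone, 13 were lower and 1 higher. Fads2, a desaturase of polyunsaturated fatty acids, fell from 417 ± 59.8 to 62.1 ± 19.8 TPM, and the elongases Elovl2 and Elovl5 fell 3.12-fold and 3.19-fold. Scd1, which desaturates stearoyl-CoA, fell from 1314 ± 428 to 184 ± 106 TPM (7.73-fold, adjusted p = 0.00210). Fasn, fatty acid synthase, was 39.6 ± 13.3 TPM in Gclc WT and 52.1 ± 21.6 TPM in Gclc KO livers (n = 4 each), with a log2 difference of 0.35 and a 95% interval of −0.34 to 1.04 (limma adjusted p = 0.423). Acly, Acaca and Acacb did not pass the test either (log2 fold change −0.24, 0.58 and 0.50, limma adjusted p = 0.567, 0.166 and 0.264). The desaturases and elongases named above therefore do not stand for every step of the list. The median log2 fold change of the list was −0.43 (camera adjusted p = 0.000298), and adjusted p = 0.572 with an estimated correlation. The exact permutation test over mice gave p = 0.0286, the smallest it can give. In the 5 mice without Xist the median was −0.20 (adjusted p = 0.0125), and with Xist as a covariate −0.35 (adjusted p = 0.000422).

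The study assayed a set of lipid genes by qPCR in this tissue. How these 11 genes were chosen is not given in the sources used here, so their direction is not taken as independent evidence. Of the 10 measured here, 9 were lower and 0 higher, with the same counts adjusted over the list alone. The fatty acid binding protein Fabp1 fell from 12421 ± 4828 to 584 ± 597 TPM and the peroxisomal thiolase Acaa1b from 697 ± 253 to 68.1 ± 49.5 TPM (n = 4 each). The median log2 fold change was −1.90 (camera adjusted p = 1.9e-06), and adjusted p = 0.393 with an estimated correlation. Among PPAR-alpha targets and genes of fatty acid oxidation, 12 of 23 were lower and 0 higher; adjusted over the list alone, 14 were lower and 1 higher. Acaa2 and Hadha, which act in mitochondrial beta-oxidation, fell 1.99-fold and 1.63-fold. The median log2 fold change of this list was −0.63 (camera adjusted p = 4.7e-06), and adjusted p = 0.572 with an estimated correlation. Of 24 cholesterol synthesis genes, 3 were higher and 2 lower, and adjusted over the list alone 0 were higher and 1 lower. Sc5d was 374 ± 88.1 and 148 ± 24.5 TPM in Gclc WT and Gclc KO, while Fdps went the other way, from 291 ± 56.7 to 665 ± 285 TPM, and lost its call without any 1 of 4 mice (Gclc WT 1, 2 or 4 or Gclc KO 1).

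Genes of the acute phase response and inflammation rose in Gclc KO livers, 16 of 21 measured with 0 lower, and 18 adjusted over the list alone. Haptoglobin (Hp) rose from 5311 ± 4063 to 28523 ± 8568 TPM, the iron regulator Hamp from 1897 ± 786 to 6601 ± 904 TPM, and the chemokine Cxcl1 from 18.8 ± 23.0 to 175 ± 28.7 TPM (n = 4 each). The median log2 fold change was 2.13 (camera adjusted p = 1.9e-06), and the adjusted p was 0.572 with an estimated correlation. Gclc WT 3 stood apart from its group, with a mean log2 value over the list of 10.44 against 7.31 to 7.62 in the other Gclc WT mice, and lay above Gclc KO 4 at 10.08. The exact permutation test over mice gave p = 0.0571 for this list. Markers of Kupffer cells, the resident macrophages of liver, rose in 5 of 10 cases, and in 9 adjusted over the list alone. The scavenger receptor Marco rose from 16.1 ± 6.70 to 191 ± 101.2 TPM and the complement gene C1qb from 74.7 ± 29.5 to 150 ± 26.9 TPM (camera adjusted p of the list = 0.00137, and adjusted p = 0.572 with an estimated correlation). Of 5 endothelial markers, 0 were higher and 1 lower, and the B cell list had 1 measured gene, Cd74, which fell 2.10-fold (adjusted p = 0.00386). Of 11 transcripts read for RNA quality, 2 were measured, also with a filter at 1 TPM, so RNA quality was not assessed from this list. The nuclear RNA Neat1 was 3.03-fold higher (adjusted p = 0.00783) and Malat1 1.76-fold lower (adjusted p = 0.0303), and the latter lost its call without Gclc WT 1 or 2 or Gclc KO 1 or 3. Unfolded protein response genes were higher in 9 of 15 cases and lower in 0 (12 higher adjusted over the list alone). Among them was the chaperone Calr at 1.71-fold. The list's camera adjusted p was 0.000635, and 0.572 with an estimated correlation. The exact permutation test over mice gave p = 0.0571, as Gclc WT 1 (7.86) lay above Gclc KO 2 (7.72).

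Major urinary protein genes and 6 of 11 male-biased liver genes were lower. Of the 12 largest falls, 10 were Mup genes, which are near-identical copies whose single values are uncertain. Summed over 20 Mup genes, expression was 16596 to 139885 TPM in Gclc WT and 109 to 539 TPM in Gclc KO mice. Car3, a carbonic anhydrase, was 2462 ± 1213 TPM in Gclc WT and 0.601 ± 0.531 TPM in Gclc KO livers, and Sult2a8, a sulfotransferase, 747 ± 324 and 8.94 ± 7.87 TPM (n = 4 each). In the male-biased list 0 genes were higher, and 7 were lower adjusted over the list alone. Its median log2 fold change was −3.51 (camera adjusted p = 0.000238), and the call was lost with an estimated correlation (adjusted p = 0.572), with fry (adjusted p = 0.0807) and at a mean of at least 50 TPM (adjusted p = 0.0712). The exact permutation test over mice gave p = 0.0857, as Gclc WT 3 (4.01) lay within the range of the Gclc KO mice (3.28 to 4.56). Xist was detected in Gclc WT 3, Gclc KO 2 and Gclc KO 3 (25.8, 30.2 and 22.8 TPM) and was at most 0.02 TPM in the other 5 mice, which expressed the Y-linked gene Ddx3y, so the sexes were not equally divided. The labels give no sex. The study describes its groups as matched for sex, without listing the sex of these mice.

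Pericentral hepatocyte genes were lower in 7 of 7 cases, and in 7 of 11 with a filter at 1 TPM (median log2 fold change −1.72 and −0.98), including Oat at 3.53-fold and Cyp1a2 at 5.34-fold (camera adjusted p = 4.2e-06, and adjusted p = 0.403 with an estimated correlation). Among 17 xenobiotic cytochrome P450 genes 7 were lower and 2 higher, with Cyp3a11 falling from 5170 ± 1386 to 504 ± 427 TPM and Cyp2a5 rising from 1215 ± 389 to 4995 ± 2251 TPM (n = 4 each). In sulfur amino acid and glutathione metabolism 8 of 19 genes were higher and 2 lower, with Gsr, glutathione reductase, rising 2.63-fold and Gpx1, a glutathione peroxidase, falling 2.15-fold. Hepatocyte synthetic genes were mixed, with 3 of 17 higher and 4 lower. Of 5 erythroid markers 2 were lower and 0 higher (Alas2 and Hba-a1), and the list's camera adjusted p of 0.0262 became 0.0718 with a trimmed mean of M values and 0.572 with an estimated correlation.

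**Figure D2:**
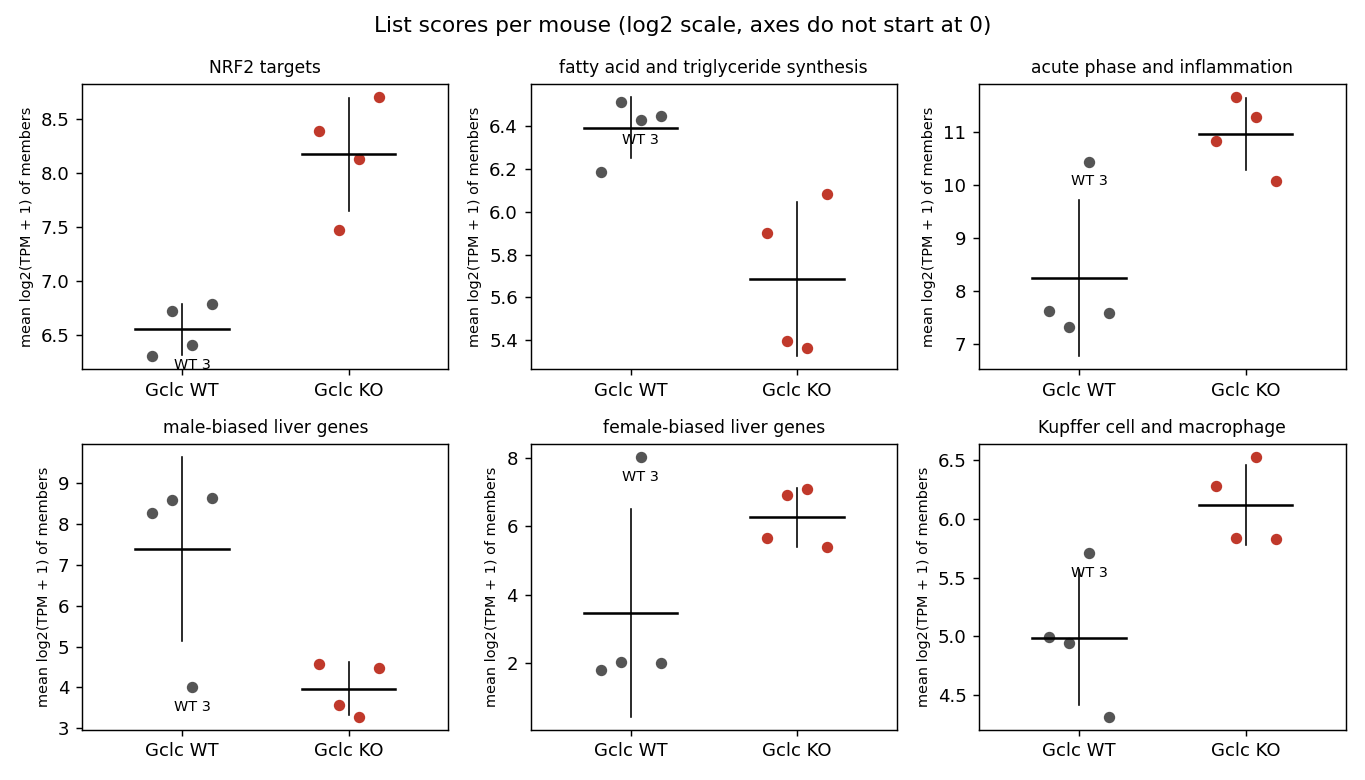
Mean log2(TPM + 1) over the members of 6 gene lists (vertical axes, which do not start at 0) in Gclc WT (grey) and Gclc KO (red) livers, with 1 point per mouse, the mean as a horizontal and the SD as a vertical line. Gclc WT 3 lies near the Gclc KO mice for the acute phase list (10.44) and the male-biased list (4.01), and apart from them for NRF2 targets (6.40).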

Values the study reported

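By qPCR in livers of 4 mice per genotype, the study reported P values below 0.0001 for Nqo1 and Hmox1, and of 0.2255 for Txnrd1 and 0.7934 for Gclm. Lipogenic genes were reported as lower in Gclc KO livers. Their P values were 0.0160 for Scd1, 0.0336 for Fasn, 0.0162 for Acaa1b and 0.0051 for Fabp1. All these P values came from a two-way ANOVA with Šidák's test. In the RNA-seq values here Fasn was not lower, so the 2 measures differ for this gene. The calls also differ for Txnrd1 and Gclm, which were called higher in the RNA-seq values here. Whether the qPCR used the same mice as the RNA-seq is not given in the sources used here. The study also used gene set enrichment of RNA-seq and proteomics, which are not compared here. P values of the other lipid genes it assayed are not quoted here.
The study gave the tamoxifen dose as 160 mg/kg.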

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

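The tests of sex, Mup copies, cell share, scaling and recombinase in this part were chosen after the results were seen, and the splits of the mice before. In 28 of 314 groups of 4 mice 1 mouse lay far from the other 3 (8.92%, where chance gives about 5%), and 16 of these were Gclc WT 3. Values are log2(TPM + 1), or their mean over a list.

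Gclc WT 3 stood apart in the acute phase list (10.44 against 7.31 to 7.62), the male-biased list (4.01 against 8.26 to 8.64) and the female-biased list (8.02 against 1.79 to 2.02). It was lower for Car3 (9.51), Mup7 (5.84), Mup12 (5.60), Mup20 (9.39), Sult2a8 (8.05), Slco1a1 (0.86), Cyp1a2 (8.47), C6 (5.61) and Aacs (4.19), and higher for Apoa4 (7.13), Sult2a2 (9.73), Sult2a1 (9.14) and Slc1a2 (6.60). Gclc WT 1 was lower for Htatip2 (4.16) and Scd1 (9.40), and held the pancreatic amylase Amy2a5 (7.04, also the value of the exocrine pancreas list, where it was the 1 gene measured) against 0 in the other Gclc WT mice. Gclc KO 2 was lower for Cbr1 (8.60) and Pcna (5.11) and had Amy2a5 at 0.28, which was also its pancreas list value. With a filter at 1 TPM all 8 genes of the pancreas list were measured. Their mean was 4.61 in Gclc WT 1 against 0.048 to 0.46 in the other mice. Gclc WT 1 thus held more than 1 raised pancreas gene. Gclc KO 1 was higher for Mup9 (2.28) and C6 (5.20), and Gclc KO 3 for Clec4g (6.27) and Hbb-bs (4.45).

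The fall of male-biased and Mup genes was set against the unequal sexes, since Xist marked 1 Gclc WT and 2 Gclc KO mice. Among the 5 mice without Xist the male-biased scores were 8.26 to 8.64 in 3 Gclc WT and 4.48 to 4.56 in 2 Gclc KO mice, a gap of 3.70, which argues against sex as the whole cause. Reads divided among Mup copies would leave their sum in place, and the highest sum in Gclc KO was 539 TPM. An effect of genotype on these genes may remain as a hypothesis, with the recombinase and the condition of the animals open.

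The rise of acute phase and Kupffer cell genes has a lower share of hepatocytes as a technical explanation only for the Kupffer part, since hepatocytes make most acute phase proteins. Such a lower share would raise endothelial markers too, but the Kupffer score minus the endothelial score was higher in every Gclc KO mouse, with a gap of 0.60 between the genotypes, so the 2 scores moved apart. The scores are means of transcripts and do not count cells. Members of the Kupffer list differed, with a log2 fold change of 3.47 for Marco and 0.52 for Clec4f, which was not called (limma adjusted p = 0.138). Among the 3 Gclc WT and 2 Gclc KO mice without Xist the acute phase scores were separated by a gap of 2.46. Unequal sexes do not explain the difference within these mice. Leaving out the Xist-positive mice also removes Gclc WT 3, the only Gclc WT mouse that overlapped with the Gclc KO mice. Gclc WT 3 (10.44) lay near the Xist-positive Gclc KO 2 and 3 (11.66 and 11.28), so how much sex adds stays open. For monocyte and neutrophil markers the mean was 7.15 in Gclc WT 3, against 4.42 and 4.70 in Gclc KO 2 and 3. Among these markers, S100a8 and S100a9 were 104.2 and 121.7 TPM in Gclc WT 3 and at most 9.52 TPM in every other mouse. Lyz2 was 220.0 TPM in Gclc WT 3 and 238.7 TPM in Gclc KO 3. For the acute phase score of Gclc WT 3, sex was not told apart from another condition of this mouse. More or activated Kupffer cells and illness of the animals stay open as possible explanations and were not tested.

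The fall of fatty acid and triglyceride synthesis genes was kept with another scaling (median −0.49 with a trimmed mean of M values). With Xist as a covariate the list score was lower by genotype (−0.63, SE 0.17, against −0.71, SE 0.19, without it) and the list stayed called (median −0.35, adjusted p = 0.000422), which argues against unequal sexes as the whole cause. Among the mice without Xist the scores were 6.19 to 6.52 in Gclc WT and 5.90 to 6.08 in Gclc KO, a gap of 0.10, and how much sex adds to the size of the fall stays open. The labels name 0 control mice with the recombinase, so an effect of CreERT2 with tamoxifen cannot be told apart from loss of Gclc either. The study reported marked weight loss in whole-body Gclc KO mice. An effect of this condition of the animals on these genes was not tested.

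Among the 35 splits of the 8 mice into 4 and 4, only the real one gave as many higher genes (967, highest other 1). The same held for lower genes (765, highest other 1) and for the NRF2 median of 1.51 (highest other 1.14). A result reached by the real split alone is the smallest share that 35 splits can give. Every other split mixes the genotypes, which widens the spread within groups and leaves few genes called. The low gene counts of the other splits therefore say little about chance, and chance is not excluded for any of these results. The fatty acid list's median was reached in size by 2 splits (0.43, highest other 0.63) and the number of lists called by 6 splits (10, highest other 13), and chance cannot be excluded for this median and this number. The mean over the same list differed by −0.71 between the genotypes, and the exact permutation test on it gave p = 0.0286, the smallest it can give, so the median and the mean differ here.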

How the results depend on the processing

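Gclc kept its direction and call in 27 of 27 alternatives (log2 fold change −2.29 to −1.98). Medians of NRF2 targets ranged from 1.33 to 1.90, and the list was called in 29 of 30 alternatives. Those of fatty acid and triglyceride synthesis ranged from −0.89 (at a mean of at least 50 TPM) to −0.20 (in the mice without Xist). This list was also called in 29 of 30. With an estimated correlation both lost the call (medians 1.51 and −0.43, adjusted p = 0.572) and 0 lists were called, against 13 by fry and 10 by FGSEA; the cause is the correlation allowed between genes. Genes higher numbered 418 and lower 433 at a mean of at least 50 TPM, where fewer genes were tested, and 251 and 238 at 2-fold. Leaving out each mouse gave 549 to 1084 higher and 472 to 715 lower; Gclc WT 2 gave the lowest of both, and calls were also fewer without Gclc KO 1 (622 higher), Gclc KO 4 (635 higher) or Gclc WT 4 (505 lower), with fewer mice. The exact test of the NRF2 score was 1.45 to 1.86 and of the fatty acid score −0.84 to −0.58 without each mouse, and p was above 0.05 without Gclc WT 1 or 3 for both, and without Gclc WT 2 or 4 for the latter. In the mice without Xist, added after the data were seen, these were 1.95 (p = 0.100) and −0.39 (p = 0.200), where 3 against 2 mice cannot pass 0.05. With that setting 1323 genes were higher and 571 lower. The numbers were not taken to pair the mice, as same-numbered mice correlated at 0.09, −0.19, 0.41 and 0.33 for numbers 1 to 4; those numbered 3 and those numbered 4 correlated best with each other, and the rest did not. With the replicate block 856 were higher and 660 lower. Batch 1 alone gave 947 and 730, batch 2 alone 801 and 660.

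Lists that were not called changed sign in 13 cases, where the cause was not tested. Such lists became called in 32 cases. With a filter at 1 TPM these were ATF4 and integrated stress response (camera adjusted p = 0.0199), xenobiotic cytochrome P450 (0.00718) and the periportal zone (0.0402). The median log2 fold change of the monocyte and neutrophil list was −0.26 at pseudocount 5, −0.55 with Xist as a covariate and −0.13 with run 1, that of hepatocyte synthetic function 0.15 in the mice without Xist, that of ATF4 and integrated stress response −0.098 at a mean of 50, and that of cell proliferation 0.088 at a mean of 1. Leaving out each mouse gave −0.48 to 0.39 for monocyte and neutrophil, −0.20 to 0.0067 for hepatocyte synthetic function, −0.39 to 0.061 for fibrosis and stellate cell, −0.15 to 0.24 for glucose metabolism and −0.035 to 0.43 for sulfur amino acid and glutathione metabolism. Of 2727 values of named genes 2623 kept direction and call, 103 lost the call and 0 changed sign. These genes were taken because they were called or assayed by qPCR, and many had no overlap between genotypes. That choice largely fixes a kept direction, so these numbers say little about stability. edgeR and DESeq2 were not run, as there were no counts. Unknown depth limits what low genes can show.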

Other observations

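Genes of the p53 response were mixed in strength. Cdkn1a, which encodes a cell cycle inhibitor, rose from 2.79 ± 1.36 to 41.8 ± 29.0 TPM and Mdm2 1.75-fold (limma adjusted p = 0.00177 and 0.00684, n = 4 each), as 2 of 7 measured members, with 0 lower and 3 higher adjusted over the list alone. The list itself was not called by camera (adjusted p = 0.106, and 0.594 with an estimated correlation) or by FGSEA (adjusted p = 0.352). It was called by fry (adjusted p = 0.0415). The exact permutation test over mice gave p = 0.0286, the smallest it can give. That p was also reached by the PPAR-alpha, Kupffer cell, pericentral, bile acid, ATF4 and cell proliferation lists and the lipid genes assayed by qPCR. Ccnd1, a cyclin, fell 3.66-fold, and lost its call without Gclc KO 3 or 4.

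In lipoprotein metabolism 5 of 17 genes were lower and 3 higher. Hepatic lipase (Lipc) fell 5.09-fold and Apoc1 2.18-fold, while Apoa4 rose 3.56-fold. In glucose metabolism Gys2, a glycogen synthase, fell 2.49-fold, and 3 of 15 genes were lower and 1 higher. In bile acid genes 4 of 14 were lower and 1 higher, with Cyp39a1 rising 5.89-fold. Of 9 periportal genes 2 were lower and 0 higher, of 5 interferon genes 1 was lower and 0 higher, and of 6 ATF4 and integrated stress response genes 3 were higher and 1 lower. Of 3 monocyte and neutrophil markers 0 passed the test.

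The call of the female-biased liver genes depended on Gclc WT 3. Of 8 measured members 1 was higher and 0 lower, and the median log2 fold change of 3.46 was not called (camera adjusted p = 0.248, and adjusted p = 0.751 with an estimated correlation). Without Gclc WT 3 the median was 5.89 (camera adjusted p = 0.00362, and adjusted p = 0.250 with an estimated correlation, a setting chosen after the data were seen). That setting leaves no Xist-positive Gclc WT mouse, while Gclc KO 2 and 3 are Xist-positive. Genotype and sex cannot be told apart in it. The mean log2 value of the female-biased genes was 5.65 and 5.39 in Gclc KO 1 and 4, which had no Xist, against 1.79 to 2.02 in the Gclc WT mice without Xist.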
